A study of Nasonia vitripennis with 140 samples.

How the data were processed

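Total RNA was turned into libraries with the NEBNext Ultra RNA kit and sequenced as paired reads of 150 bp on a NovaSeq instrument, per the labels' protocols. The labels do not say how messenger RNA was selected or whether the libraries keep the strand. The authors deposited 1 table of counts for the whole series, in which each value is a whole number of reads assigned to a gene in a library and is not normalized. The aligner, the counting program, the genome build and whether counting used strand are not given in the sources used here. Each of the 140 columns matched the description of exactly 1 sample, and 0 columns were left over. Groups were taken from the labels: 7 stages or body parts, 2 sexes and 2 dsRNAs, with 5 replicates each. The dsRNA was injected at 4 µg/µl, per the labels' protocols. The table held no row for unassigned reads or totals.

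Gene symbols are those of the deposited counts. They were compared with a RefSeq gene table of the assembly Nvit_psr_1.1, in which 14799 of the 15471 symbols matched exactly, 197 matched after a copy number was dropped and 475 did not match. That table was used for the kind of gene and for which genes overlap each other; coordinates are not printed because the build behind the counts is not given in the sources used here. Genes that overlap others or have near copies are reported as uncertain, since the counting of shared reads is unknown. Of a list of sex-determination genes fixed before the data were examined, Dsx, Tra and Fru had a matching symbol. A second fruitless entry, Nvu1-fru, had at most 3 counts in any group and was not tested. The remaining genes of the list had no matching symbol and are not analysed here.

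Each stage or body part was fitted on its own, with its 20 libraries sharing 1 estimate of the spread, because the stages differ widely in composition. The counts as deposited were scaled with TMM factors, filtered with filterByExpr at its minimum count of 10 and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The design had a mean per group and no replicate block. The contrasts were male against female in GFP controls, dsx-labelled against GFP in males and in females, male against female in dsx-labelled wasps, and the interaction of sex and label. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene is called at an adjusted p below 0.05. All adjusted p-values printed come from this edgeR test unless DESeq2 is named. Log2 fold changes use edgeR's prior count of 0.125. Levels are CPM, counts scaled to a common library size, computed here with the TMM factors unless said otherwise, as mean ± SD over 5 libraries. For Dsx, Tra and Fru, a two-sided exact permutation test of log2(CPM + 0.01) over all divisions of 5 against 5 libraries was run beside the edgeR test.

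The fits were tested first on simulated data: negative binomial counts for the real genes, means and library sizes, with 200 genes changed by 1.5-fold or 2-fold between 5 and 5 libraries. Depending on the stage and sex, 16 to 74% of the 1.5-fold changes and 52 to 83% of the 2-fold changes were recovered, both lowest in female embryos. At most 7.37% of the calls were false. Each gene was drawn on its own, so the simulation holds no variation between libraries that genes share. The false share therefore need not hold for the real libraries. At total counts of 59.2 M to 113 M per library, the spread between replicates exceeded counting noise in every pair of replicates compared. Where every library of a group had a count of 0, a fold is given as a bound against 3 counts over the group. Where a group had 1 to 3 counts, the ratio is given with its exact Poisson interval. The labels describe no molecular identifiers and reads of 1 molecule can be counted more than once, so intervals and bounds cover counting error only.

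The direction of the dsx-labelled changes was taken over genes called between GFP males and females, as the percentage whose log2 fold change points towards the other sex. Its error is a jackknife over the 20 libraries of a stage. Since the same GFP libraries enter both contrasts, unchanged groups were simulated 20 times per stage from negative binomial counts, with the dsx-labelled groups drawn from the GFP means of their sex. Overlaps of calls between stages were tested with Fisher's exact test over genes tested in both. The genes named in the text follow a rule fixed before the data were examined. It takes Dsx, the list above, the gene with the largest sex difference in each direction per stage and the gene with the largest dsx-labelled change per sex and stage. Such genes needed an adjusted p below 0.05, at least 10 CPM in the higher group and no overlap between the libraries of the groups. The rule also takes up to 5 genes per sex called in the same direction at the most stages, at least 2, with ties broken by the lower sum of log10 p. Dsx is left out of the last 2 parts. Further genes are named only where said.

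The alternatives chosen in advance were DESeq2 1.42.0, RLE size factors, no low-count filter, the replicate number as a block, a fit of only the groups compared, leaving out each of the 20 libraries of a stage in turn, a stricter sex-bias list and a division of the GFP libraries between the contrasts. The leading component of the deviations from the group means was added as a covariate after seeing the data. Being taken from those deviations, it can absorb only spread within groups. No division of the libraries was refitted with it, so counts with the covariate have no chance level to be set against. The alternatives for overlaps between stages, for the counts of Tra and Fru and for the odorant receptor genes were also chosen after seeing the data. For each contrast, 100 of the 126 divisions of the 10 libraries into groups of 5 were refitted, the real one included, and for the interaction 100 divisions within both sexes.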

Results

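RNA-seq libraries were made from Nasonia vitripennis, a parasitoid wasp in which unfertilised eggs develop into haploid males and fertilised eggs into diploid females. Wasps of the AsymCX strain, reared on Calliphora pupae, were injected with double-stranded RNA against doublesex (dsx), which encodes a transcription factor of the insect sex-determination cascade, or against green fluorescent protein (GFP) as a control. Both sexes were sampled at 7 stages or body parts, which gave 28 groups of 5 replicate libraries and 140 libraries in all. Larvae of day 7 and day 9 and pupae of day 11 were collected 3 days after injection, with 3 individuals per sample. Embryos were collected at day 1 in samples of 100, as the offspring of mothers injected as pupae of day 8. Virgin mothers gave the male embryo samples, and mated mothers gave samples that were 90 to 95% female. Heads, thoraces and abdomens came from adults injected as pupae of day 8. The study asked how knockdown of dsx alters sex-biased gene expression through development.

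Counts were given for 15471 genes, of which 376 had a count of 0 in every library. Total counts per library ranged from 59.2 M to 113 M, with a median of 74.8 M. The most abundant gene took at most 16.9% of the counts of a library, a share reached in a pupal sample, and ribosomal RNA genes took at most 0.002%. Replicate libraries of a group always differed by more than sampling noise: over the 280 pairs of replicates, the lowest chi-square per gene was 19.3, so no library was counted as a duplicate. The first principal component of log2 CPM (counts scaled to a common library size) held 35.9% of the variance in embryos, 65.8% at day 7, 76.7% at day 9, 85.5% in pupae, 45.5% in heads, 34.1% in thoraces and 89.2% in abdomens. At these depths the tests had 11782 (thorax) to 12400 (pupa) genes with enough counts.

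The targeted gene was examined first, since its level checks the labels. The gene Dsx did not fall in any group labelled as dsx RNAi, in either sex, by the edgeR test. For that reason these groups are called dsx-labelled throughout, and every direction given for them rests on the label. In males, Dsx was higher in the dsx-labelled group at day 7 (280 ± 24.2 CPM against 202 ± 17 in GFP controls, SD, n = 5 each), with a log2 fold change of 0.47 (SE 0.07, adjusted p 0.000478). At day 9 it stood at 350 ± 33 against 212 ± 20 CPM (log2 fold change 0.72, SE 0.07, adjusted p 1.07e-05). The largest difference was found in pupae, at 301 ± 13.4 against 121 ± 9.03 CPM (log2 fold change 1.32, SE 0.11, adjusted p 1.16e-06). In abdomens the values were 634 ± 36.5 and 527 ± 31.4 CPM (log2 fold change 0.27, SE 0.09, adjusted p 0.0186). The libraries of the compared groups did not overlap at these 4 stages, and a two-sided exact permutation test gave p = 0.00794 for each, the smallest value that 5 against 5 libraries allow. The abdomen difference was the one most affected by the processing: with RLE size factors its log2 fold change was 0.22 (adjusted p 0.0597). Male embryos (28.4 ± 4.19 against 30.9 ± 0.882 CPM, adjusted p 0.996), heads (278 ± 72.8 against 267 ± 15.1 CPM, adjusted p 0.899) and thoraces (322 ± 97.3 against 349 ± 30.6 CPM, adjusted p 0.606) showed no difference larger than the spread between replicates. In the heads this rested on replicate 1 of the dsx-labelled males, at 153 CPM, without which the log2 fold change was 0.21 (adjusted p 0.0391). In the thoraces replicate 5 of the dsx-labelled males stood at 473 CPM, and without it the Dsx log2 fold change was -0.29, still not past the threshold (adjusted p 0.0581). Exact permutation p-values were 0.278 in male embryos, 0.984 in heads and 0.444 in thoraces.

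In females, the Dsx log2 fold changes lay between -0.13 (thorax) and 0.30 (embryo), and none passed the threshold, with exact permutation p-values of 0.151 or more. The means of dsx-labelled and GFP females were 51.9 ± 8.11 and 42.2 ± 12.9 CPM in embryos, 242 ± 17.7 and 240 ± 9.53 CPM at day 7, 235 ± 17.3 and 244 ± 8.03 CPM at day 9, and 117 ± 28.4 and 109 ± 6.18 CPM in pupae. They were 194 ± 11.5 and 195 ± 11 CPM in heads, 430 ± 26.7 and 469 ± 61.8 CPM in thoraces, and 153 ± 19.1 and 145 ± 16.9 CPM in abdomens. The effect in males differed from that in females at day 7 (interaction log2 fold change 0.46, adjusted p 0.043), at day 9 (0.78, adjusted p 0.000824) and in pupae (1.20, adjusted p 0.000686), and not in abdomens (0.19, adjusted p 0.274). The day 7 interaction lost significance in 15 of the 20 fits that left out 1 library (range 0.38 to 0.49), and those at day 9 and in pupae in 0 of 20. In the reference table no other annotated gene overlaps the span of Dsx. Counts per gene sum all transcripts, so sex-specific splice forms of Dsx were not separated.

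**Figure D1:**
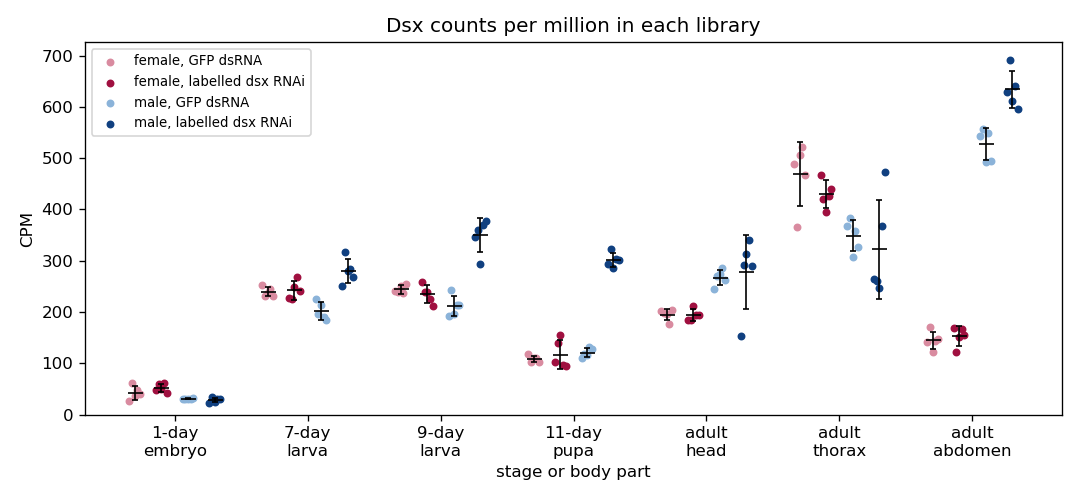
Dsx level in CPM in each library (points) at the 7 stages or body parts, with the mean and SD of 5 libraries per group; colours give sex and dsRNA label. The dsx-labelled males lie above GFP males at day 7, day 9, in pupae and in abdomens, with pupal means of 301 and 121 CPM, while no female pair of groups is separated.

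The baseline sex difference was tested between GFP males and GFP females at each stage. In embryos 5 of 12003 genes passed the threshold, 2 higher in males and 3 higher in females. The number rose to 4258 at day 7 (2377 higher in males, 1881 higher in females), 6068 at day 9 (3307 and 2761) and 7915 in pupae (3921 and 3994). Adults gave 4104 genes in heads (2165 and 1939), 4377 in thoraces (2073 and 2304) and 10724 of 12356 genes in abdomens (5278 and 5446). Differences of at least 2-fold were found for 3, 1141, 2045, 2632, 992, 1132 and 7175 genes in the same order. In embryos the count depended most on the tool: DESeq2 called 62 genes. The head count rose to 6290 when the leading component of variation within groups was added as a covariate. Along that component male heads split within both of their groups: GFP replicates 1 and 2 and dsx-labelled replicate 1 lay on one side and the remaining male heads on the other. Over all stages, 12589 of 13559 genes tested were sex-biased at 1 or more stages, and 6836 were higher in males at one stage and higher in females at another. Only 27 genes were male-biased and 63 female-biased at 6 or more stages.

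The genes with the largest sex differences were named by a rule fixed in advance. In pupae LOC100119680 stood at 325 ± 15.5 CPM in males and had no count in any female library, so it was at least 41400-fold higher in males, and LOC100679693 stood at 61.5 ± 17.2 CPM in females with no count in males, at least 8170-fold higher in females. The abdomen gave LOC100680306 at 2130 ± 150 CPM in males (at least 308000-fold higher) and LOC116416788 at 363 ± 28.7 CPM in females (at least 43600-fold higher). These bounds set the silent group at 3 counts over its 5 libraries, and they cover counting error only. LOC100123663 at day 7 (137 ± 11.7 CPM in males, 2 counts in all in females) differed by a ratio with a 95% counting interval of 6530 to 195000. LOC100114292 at day 9 (719 ± 77.1 CPM in males, 3 counts in all in females) differed by a ratio of 30700 to 435000. CYP9AG7 in heads stood at 9460 ± 4040 CPM in males and 0.0497 ± 0.0738 CPM in females (log2 fold change 17.51, adjusted p 2.26e-12). Towards females, LOC103315742 at day 7 had a log2 fold change of -3.83 (11.5 ± 2.23 against 0.804 ± 0.231 CPM). LOC116415959 at day 9 had one of -4.51 (15.9 ± 21.5 against 0.685 ± 0.859 CPM, adjusted p 0.000629), where female GFP replicate 3 held 53.8 CPM. In male thoraces LOC107980898 stood at 19.8 ± 6.94 CPM and had no count in females (at least 2320-fold higher in males). The embryo calls were Tra and LOC100678462 (log2 fold change -1.03, adjusted p 2.26e-05), LOC107980969 (-1.15, 0.0184), LOC103317497 (0.90, 0.0184), a long non-coding RNA, and LOC116417174 (0.84, 0.0318). Of these 5, LOC100678462, LOC107980969 and LOC116417174 were named after their values were seen.

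Transformer (Tra), which acts upstream of dsx, separated the sexes at every stage. Its log2 fold change between GFP males and females was -2.41 in embryos (32.4 ± 3.03 against 172 ± 36.2 CPM, n = 5 each), -2.67 at day 7, -3.04 at day 9, -2.49 in pupae, -2.90 in heads, -2.44 in thoraces and -1.88 in abdomens. In dsx-labelled wasps the ranges of the sexes did not overlap either, so no library was out of place by this gene. Fruitless (Fru) was lower in GFP males than in GFP females at day 7 (log2 fold change -0.66), day 9 (-1.46), in pupae (-0.41) and in heads (-1.21), and higher in male abdomens (0.51). The exact permutation p was 0.00794 for each of these sex differences of Tra and Fru. Among males, Fru was higher in the dsx-labelled group at day 9 (0.84, adjusted p 0.0254, exact permutation p 0.0159) and lower in abdomens (-0.27, adjusted p 0.00959, permutation p 0.0238), while Tra was lower in thoraces (-0.30, adjusted p 0.0354, permutation p 0.0476). For Fru in thoraces (-0.37) the tests differed, with an adjusted p of 0.0458 and a permutation p of 0.0873. The libraries of the groups overlapped in each of these male comparisons. Each of the values in larvae and thoraces lost significance in 5 or more of the 20 fits that left out 1 library. Fru and Tra overlap other annotated genes, so part of their counts is uncertain. Over the 14 tests of Tra and Fru, the sex difference in GFP controls was called in 12 over all genes and in 12 adjusted over the list alone, and the effect of the dsx label in males in 4 and 4. For females edgeR called 0 of the 14 over all genes (DESeq2 0, and 4 at an unadjusted p below 0.05) and 1 adjusted over the list alone, which was Tra in embryos (245 ± 20.9 against 172 ± 36.2 CPM, exact permutation p 0.0159).

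The effect of the dsx label was tested within each sex. For male embryos edgeR called 0 of 12003 genes, with 372 at an unadjusted p below 0.05, and DESeq2 called 1. From day 7 on there were calls at every stage: 496 genes at day 7 (294 higher and 202 lower in the dsx-labelled group), 421 at day 9 (174 and 247), 132 in pupae (72 and 60), 1083 in heads (482 and 601), 3171 in thoraces (1766 and 1405) and 4857 in abdomens (2680 and 2177). Changes of at least 2-fold were found for 81, 73, 47, 308, 575 and 1084 genes, in the same order. Among the stages with calls, the count moved by the largest factor at day 7, to 112 genes when only the male groups were fitted. Lower genes outnumbered higher ones at day 7 with DESeq2 (345 higher, 474 lower) and without dsx-labelled male replicate 2 (292 and 529). Higher genes stayed in the majority there in the fit of only the male groups (67 and 45) and with the leading component as a covariate (495 and 434). DESeq2 gave 1256 genes at day 9, and the split of higher and lower genes at that stage went from 174 and 247 to 126 and 363 with RLE size factors. The thorax count was 4487 without replicate 5 of the dsx-labelled males and 2106 without replicate 3. When the 10 male libraries were divided in other ways, 6 of 100 divisions at day 7 and 8 of 100 in heads gave as many genes, the real one included, so at these stages the counts do not stand apart from chance divisions. At day 9, in pupae, thoraces and abdomens at most 2 of 100 did.

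The largest male change in heads and in abdomens was that of LOC100122102, a protein-coding gene of high level in females. In heads it stood at 1.04 ± 1.09 CPM in GFP males, 8240 ± 3430 in dsx-labelled males and 13400 ± 2110 in GFP females (log2 fold change between the male groups 12.93, SE 0.71, adjusted p 3.51e-10). In abdomens the values were 6.32 ± 3.29, 19800 ± 7560 and 2910 ± 665 CPM (log2 fold change 11.61, SE 0.47, adjusted p 2.11e-13), so dsx-labelled males exceeded GFP females there. Thoraces gave 1.57 ± 1.82, 9060 ± 2750 and 10900 ± 2490 CPM. The same gene stayed at 0.436 ± 0.103 and 1.06 ± 0.218 CPM in GFP and dsx-labelled male pupae. In thoraces the rule took LOC107980898 by its fitted log2 fold change, which depends on the prior count, since it had no count in the 5 dsx-labelled males. That places it at least 2380-fold below the 19.8 ± 6.94 CPM of GFP males, a bound that does not rank it above LOC100122102, and it had no count in female thoraces either. LOC100124129 led in pupae (35.7 ± 6.49 against 0.047 ± 0.0339 CPM, log2 fold change 9.50, adjusted p 1.46e-11). At day 7 the leading gene was LOC100122462 (13.3 ± 4.27 against 1.16 ± 0.228 CPM, log2 fold change 3.51, adjusted p 2.33e-09), and at day 9 LOC103317943 (4.49 ± 1.05 against 21 ± 0.633 CPM, log2 fold change -2.22, adjusted p 1.03e-05).

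**Figure D2:**
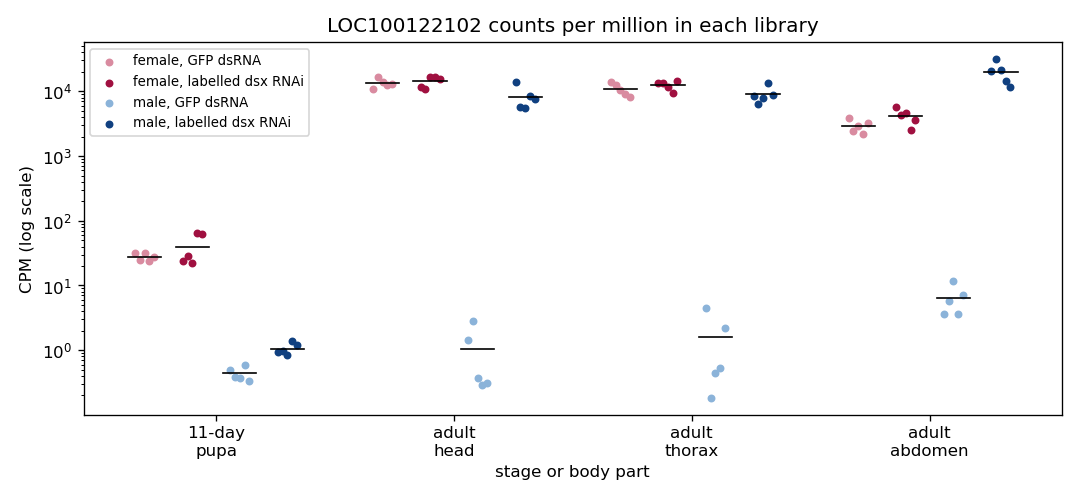
LOC100122102 level in CPM (log scale) in each library (points) of pupae and adult body parts, with the mean of 5 libraries per group (lines); colours give sex and dsRNA label. The GFP males lie at means of 1.04 CPM in heads and 6.32 CPM in abdomens, and the dsx-labelled males at 8240 and 19800 CPM.

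In females few genes were called by edgeR when no covariate was used. The test gave 0 of 12003 genes in embryos (1914 at an unadjusted p below 0.05, 181 by DESeq2, 1095 with the leading component of variation within groups as a covariate) and 0 of 12400 in pupae (1030 at an unadjusted p below 0.05, 59 by DESeq2). It gave 6 genes at day 7, 10 at day 9 (7 higher, 3 lower), 5 in heads, 2 in thoraces and 1 in abdomens. At the stages with calls DESeq2 gave 28, 30, 26, 99 and 65. The head genes were LOC100679926 (14.6 ± 4.83 against 4.27 ± 1.85 CPM in GFP females, log2 fold change 1.78, adjusted p 0.0223), LOC100116702 (-1.04, adjusted p 0.000384), LOC100120693 (-0.73, adjusted p 0.00331), LOC100678165 (2.65, adjusted p 0.0241) and LOC100680344 (1.38, adjusted p 0.00331). In thoraces LOC100116919 rose from 17.1 ± 3.53 to 49.1 ± 16.4 CPM (adjusted p 0.0223), and LOC100121611 stood at 30.8 ± 38.8 against 0.0652 ± 0.0689 CPM (adjusted p 0.0223), a mean carried by replicates 3, 4 and 5. The abdomen gene LOC100115460 stood at 563 ± 53.1 against 389 ± 31.2 CPM (log2 fold change 0.54, adjusted p 0.0208). At day 7 LOC100121729 had a log2 fold change of 0.43 (36.5 ± 3.25 against 27.1 ± 1.52 CPM, adjusted p 0.0497). LOC100116702, LOC100120693, LOC100678165, LOC100680344 and LOC100116919 were named after their values were seen. Every one of these female counts changed by more than 1.5 times when some single library was left out.

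**Figure D3:**
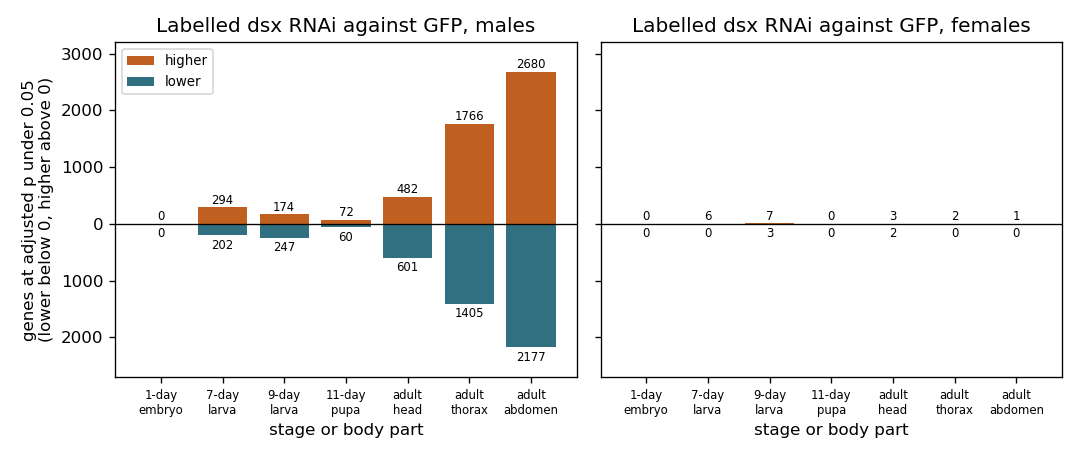
Number of genes called by edgeR at an adjusted p below 0.05 between the dsx-labelled and GFP groups at each stage or body part, in males and in females; bars above 0 count genes higher in the dsx-labelled group and bars below 0 count lower ones. The male counts reach 2680 higher and 2177 lower genes in abdomens, and no female count exceeds 10.

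Whether the effect differed between the sexes was tested by the interaction of sex and label. It was called for 38 genes at day 7, 67 at day 9, 27 in pupae, 498 in heads, 1502 in thoraces and 3136 in abdomens. For embryos edgeR called 0, with 1161 at an unadjusted p below 0.05, 4 by DESeq2 and 748 with the covariate. The thorax count was 2920 without replicate 5 of the dsx-labelled males. Between the dsx-labelled sexes, 612 genes differed in embryos (259 higher in males, 353 higher in females), 2515 at day 7 (1670 and 845), 4130 at day 9 (2832 and 1298), 7673 in pupae (3672 and 4001), 3708 in heads (1975 and 1733), 3083 in thoraces (1580 and 1503) and 10686 in abdomens (5396 and 5290). The embryo count was 1274 without replicate 5 of the dsx-labelled males and 202 without replicate 1.

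A further comparison asked whether the change in dsx-labelled wasps pointed towards the other sex, over the genes that were sex-biased in GFP controls. Both contrasts use the same GFP libraries, so the share exceeds 50% with no effect at all, and 20 simulated sets of unchanged groups gave that level. In males 84.1% of 4258 sex-biased genes changed towards females at day 7 (jackknife SE 12.3), against 59.7% in the simulated unchanged groups. At day 9 the share was 93.4% of 6068 genes (SE 3.7, simulated 57.6%), with median log2 fold changes of -0.23 for male-biased and 0.13 for female-biased genes. Thoraces gave 83.1% (SE 3.85, simulated 59.6%) and heads 74% (SE 7, simulated 59.9%). The shares were closer to the simulated ones in pupae, at 56% (SE 6.34, simulated 54.5%), and in abdomens, at 56.5% (SE 3.04, simulated 51%). The excess was more than 2 SE at day 9 and in thoraces, about 2 SE in heads and at day 7, and less than 2 SE in pupae and in abdomens. Of 100 divisions of the male libraries, the real one included, 28 gave as high a share at day 7, 56 in pupae and 21 in abdomens. At day 9 the number was 1, in heads 2 and in thoraces 1. These divisions thus vary more than the simulated groups. When the GFP libraries were divided so that no library served both contrasts, the means were 77.1% at day 7 (range 61.7 to 89.6), 84.3% at day 9 (71.9 to 92.6), 52.4% in pupae (45.7 to 58.9), 65.4% in heads (38.5 to 79.2), 77.6% in thoraces (67.4 to 86.8) and 56.2% in abdomens (55.2 to 57.6). The ranges in pupae and heads thus reach below 50%. In females the shares were 64.8% at day 7 (SE 9.29, simulated 59%), 47% at day 9 (SE 7.77, simulated 56.7%), 60.2% in pupae (SE 15.8, simulated 54.5%), 58% in heads (SE 9.29, simulated 60.1%), 56.2% in thoraces (SE 10.3, simulated 59.1%) and 50.6% in abdomens (SE 11.2, simulated 50.8%). None of the female shares differed from the simulated level by more than 2 SE. In embryos only 5 genes were sex-biased.

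**Figure D4:**
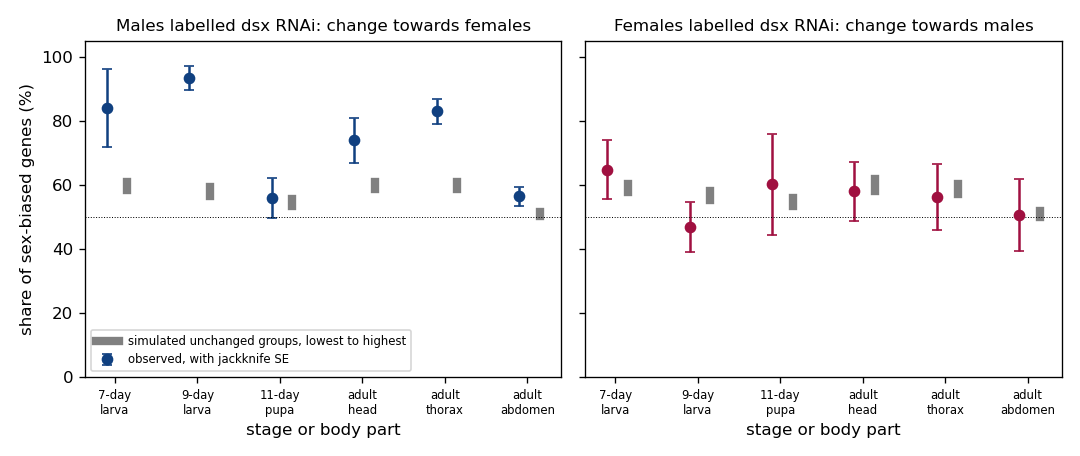
Percentage of sex-biased genes whose change in dsx-labelled wasps points towards the other sex, per stage or body part, for males and for females, with the jackknife SE over libraries; grey bars run from the lowest to the highest of the simulated unchanged groups, and the dotted line marks 50%. The male shares at day 9 (93.4%) and in thoraces (83.1%) lie above the simulated values of 57.6% and 59.6%.

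Among genes called both between GFP males and females and between the male groups, most pointed towards females. At day 7, 436 of 441 such genes changed towards females, at day 9 399 of 401, in pupae 83 of 96, in heads 741 of 788, in thoraces 1811 of 1884 and in abdomens 2810 of 4348 (64.6%). The shared GFP libraries raise these shares. Other divisions of the male libraries that gave at least 10 such genes had median shares of 99.7% at day 7 (7 divisions), 81.2% at day 9 (2 divisions), 80.1% in heads (9 divisions), 93.8% in thoraces (6 divisions) and 56.7% in abdomens (12 divisions). A uniform direction among these genes therefore does not by itself set the real groups apart from chance divisions.

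The male changes recurred between body parts. Of the genes higher in dsx-labelled males, 896 were shared by thoraces and abdomens (394 expected by chance), 304 by heads and abdomens (103 expected), 236 by heads and thoraces (71.7 expected) and 27 by larvae of day 7 and day 9 (4.01 expected). The lower genes shared were 599 (257 expected), 321 (109 expected), 214 (70.3 expected) and 54 (4.15 expected). Each of these overlaps exceeded chance by Fisher's exact test, with the largest adjusted p at 1.18e-14, although genes are not independent of each other. Pupae shared more genes than expected with every larval stage and body part, in both directions. Larvae and adult body parts did so less evenly. Fewer higher genes than expected were shared by day 7 and thoraces (19, 42.6 expected, adjusted p 5.29e-05) and by day 7 and abdomens (43, 61.5 expected, adjusted p 0.0136). More were shared by day 9 and heads (17, 6.86 expected, adjusted p 0.00119) and by day 9 and abdomens (52, 36.3 expected, adjusted p 0.00937), as were lower genes by day 7 and thoraces (33, 22.2 expected, adjusted p 0.0393). The remaining pairs of a larval stage and an adult body part did not depart from chance. LOC100123859 was higher and LOC100122726 lower in dsx-labelled males at 6 stages, all but the embryo. LOC100123859 rose from 6.19 ± 0.816 to 17.3 ± 2.58 CPM in thoraces and from 10.6 ± 0.545 to 29.8 ± 2.65 in abdomens, and LOC100122726 fell from 24.7 ± 1.94 to 5.5 ± 1.95 CPM at day 7. Of the 5 genes called at 5 stages, the rule named LOC107980724 (0.642 ± 0.214 to 72.1 ± 4.21 CPM in abdomens, log2 fold change 6.81), LOC100124111 (30.4 ± 11.8 to 640 ± 112 CPM in thoraces, log2 fold change 4.40) and GstT2, which fell from 1430 ± 211 to 179 ± 14.7 CPM in abdomens (log2 fold change -3.00). LOC100123859, LOC100122726 and GstT2 overlap other annotated genes in the reference, so reads could be split between them. No gene was called at 2 or more stages in females.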

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

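The counts of other divisions of the libraries were planned before the data were examined. So were the interaction contrast, the fits that left out each library and the RLE size factors. Their use to weigh explanations of the Dsx levels was chosen only after the result was seen. The other tests of Dsx in this part, and those of the spread between female libraries, were also chosen only then. The biological explanations named were not tested.

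Dsx was higher in males labelled dsx RNAi at day 7, day 9, in pupae and in abdomens, with no called change in male embryos, heads or thoraces. Its change differed between the sexes by the interaction test at day 7 (0.46 on the log2 scale), day 9 (0.78) and in pupae (1.20). The day 7 value lost significance in 15 of the 20 fits that left out 1 library (0.38 to 0.49), and the other 2 values in none. Reads of the injected dsRNA would raise Dsx in both sexes alike only if uptake and any fall of the transcript itself were alike in both. Neither was measured, so the pupal interaction of 1.20 argues against such reads as the whole cause only under that condition. Scaling was tested with library totals, upper quartile and RLE factors, which moved the median gene in males by up to 0.06 in pupae. It is argued against as the whole cause at day 7, day 9 and in pupae, where the lowest Dsx log2 fold changes were 0.45, 0.70 and 1.32 and all stayed past the threshold. In male abdomens the lowest was 0.22, with adjusted p of 0.0597 (RLE), 0.0668 (upper quartile) and 0.0461 (totals), so there scaling cannot be told apart from a rise of the transcript. An exchange of the names of the male GFP and dsx-labelled groups as wholes would mirror each comparison of the male groups and leave those of the females as they are. At day 9 the 8 genes called in both sexes all changed in the same direction, and the odorant receptor genes correlated between the sexes at 0.63. An exchange of the male names would turn these to opposite directions, which counts against it only if the dsRNA acts alike in both sexes. At day 7 the 3 genes called in both sexes also changed in the same direction, as did the 1 in thoraces. In heads 2 of the 4 genes called in both sexes changed in opposite directions, as did the 1 in abdomens. An exchange can therefore not be told apart from correct labels. A change in the level or stability of Dsx transcripts after knockdown, or counts that sum intact and cleaved transcripts, stay open and were not tested.

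The effect of the dsx label differed between the sexes, by the interaction test, for 38 genes at day 7, 67 at day 9, 27 in pupae, 498 in heads, 1502 in thoraces and 3136 in abdomens. Of 100 divisions of the libraries within the sexes, the real one included, 1, 2, 1, 1, 3 and 1 gave as many genes. Chance is thus argued against at these stages, least clearly at day 9 and in thoraces. There the highest of the other divisions gave 87 genes against 67 and 2518 against 1502. The margin was narrow at day 7, where the highest of the other divisions gave 37 genes against 38. In embryos edgeR called 0 genes, with 1161 at an unadjusted p below 0.05, 4 by DESeq2 and 748 with the leading component of variation within groups as a covariate. All 100 divisions gave as many, which a count of 0 fixes in advance. The thorax count was 2920 without dsx-labelled male replicate 5. The day 7 count was 110 and 25 without dsx-labelled male replicates 2 and 4, and 61 and 24 without GFP male replicates 2 and 5. At day 9 it was 101 without GFP male replicate 2, and in pupae 17 without dsx-labelled male replicate 1 or 5.

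Among the named genes whose interaction passed the threshold, it was largest for LOC100122102, at 12.83 in heads, 12.29 in thoraces and 11.09 in abdomens on the log2 scale. It was 9.62 for LOC100124129 in pupae, 3.49 for LOC100122462 at day 7 and -2.37 for LOC103317943 at day 9. LOC107980724 gave 1.06 in heads, 2.89 in thoraces and 6.62 in abdomens, and LOC100124111 gave 4.18 in thoraces and 1.91 in abdomens. The values of GstT2 were -1.80 in heads, -1.84 in thoraces and -3.19 in abdomens. LOC100123859 gave 0.46 at day 7, 0.47 at day 9, 0.93 in heads, 1.58 in thoraces and 1.44 in abdomens, and LOC100122726 gave -1.90, -0.84, -0.92, -1.66 and -1.04 at the same stages. In heads LOC100116702 (1.69), LOC100120693 (1.24) and LOC100680344 (-1.67), which were named after their values were seen, changed in females and differed from males. In abdomens Fru gave -0.31 and LOC100115460 -0.85. When 1 library at a time was left out, 4 of these values lost significance in many of the 20 fits. They were those of LOC100123859 at day 7 (18 fits, 0.41 to 0.49) and day 9 (12 fits, 0.40 to 0.51), LOC100122726 in thoraces (15 fits, -2.02 to -1.39) and Fru in abdomens (11 fits, -0.39 to -0.26). The other values in this paragraph lost it in none. Fru, LOC100123859, LOC100122726 and GstT2 overlap other annotated genes, so reads assigned to the wrong gene stay open for them.

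The female counts were low in body parts where the male counts were high. A wider spread between female libraries is argued against there, since the highest female to male ratio of the median SD over the body parts was 0.854, in abdomens, with 0.732 in thoraces and 0.458 in heads. In pupae the ratio was 1.32. For the 27 genes whose effect differed between the sexes at that stage, a wider spread is argued against as the whole cause, since 1 of 100 divisions of the libraries gave as many. For the remaining pupal genes it cannot be told apart from a smaller effect. The main fit shares 1 estimate of the spread between the sexes. Fits of only the female groups gave 34 genes in heads and 14 in thoraces, against 5 and 2, and 0 in abdomens, against 1. The shared spread thus stays open as part of the low female counts in heads and thoraces. The male groups fitted alone still gave 459 and 1511 genes there. A weaker knockdown in females, or a smaller role of dsx in them, stays open, because Dsx itself fell in neither sex.

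A library far from the others of its group was found in 12 of 211 groups of 5 tested, and chance marks about 1 in 20 groups, or 10.6 of 211, so the number itself does not stand out. Male GFP replicate 1 at day 7 had 95.9 M counts, against 78.8 M to 82.5 M in the others. Dsx stood at 153 CPM in dsx-labelled male head replicate 1 (others 289 to 341) and at 176 CPM in female GFP head replicate 4 (196 to 203). Fru stood at 53 CPM in male GFP pupa replicate 1 (66.8 to 70.5). LOC116415959 stood at 53.8 CPM in female GFP replicate 3 at day 9 (2.27 to 12.5). In embryos the libraries were female GFP replicate 1 for LOC103317497 (13.3 CPM, others 9.82 to 10.5), male GFP replicate 1 for LOC100678462 (60.7, others 45.7 to 49.7) and female GFP replicate 4 for LOC116417174 (11 CPM, others 6.49 to 7.73). In heads they were male GFP replicate 3 for LOC100123859 (7.05 CPM, others 8.37 to 8.78) and dsx-labelled male replicate 2 for LOC100122726 (5.72 CPM, others 4.1 to 4.54). LOC107980724 stood at 49.5 CPM in dsx-labelled male thorax replicate 5 (33.1 to 36.8), and LOC100124111 at 94.5 CPM in male GFP replicate 2 at day 9 (74.7 to 78.7). No technical explanation was tested for these libraries one by one. Dsx-labelled male head replicate 1 also lies apart along the leading component of variation within groups, together with male GFP head replicates 1 and 2, and without it the Dsx log2 fold change in male heads was 0.21 (adjusted p 0.0391).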

How the results depend on the processing

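The alternatives below were chosen before the data were examined, except the fit with the leading component of variation within groups as a covariate and all alternatives for the overlaps and for the counts of Tra and Fru, which were chosen after seeing the data. Where a value changed, the cause was not tested unless the text says so. RLE size factors and the fit with no filter left all 35 counts of called genes within 1.5 times, and RLE moved the median log2 fold change of all genes by 0.05 at most. DESeq2 left 17 of the 35 counts within 1.5 times, the replicate block 28, the covariate 19, and the fits of only the groups compared 17 of the 28 they could give. The direction shares stayed within their jackknife SE under RLE size factors, no filter, the replicate block and the covariate, at every stage in both sexes. They also did so without each library in turn. That decides nothing, since the SE is built from those same fits and nearly fixes the outcome in advance.

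With DESeq2 the sex difference in GFP embryos was 62 genes. The effect of the dsx label in males was 1 in embryos, 819 at day 7 (345 higher, 474 lower), 1256 at day 9 (363 higher, 893 lower) and 230 in pupae. In females it was 181 in embryos, 28 at day 7, 30 at day 9, 59 in pupae, 26 in heads, 99 in thoraces (67 higher, 32 lower) and 65 in abdomens (34 higher, 31 lower). DESeq2 gave 1457 genes between dsx-labelled embryos of the sexes, and interactions of 4 in embryos, 142 at day 7, 206 at day 9 (35 positive, 171 negative), 72 in pupae (43 positive, 29 negative) and 775 in heads. The male calls shared with the sex difference became 736 at day 7, 1186 at day 9 and 169 in pupae, and those shared by day 7 and day 9 became 51 higher and 223 lower.

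The replicate numbers did not pair the libraries by the rule used. In 0 of 28 contrasts did every same-numbered pair of libraries correlate above 0.1 in its deviations from the group means. The means over pairs ran from -0.19 to 0.26. The rule is strict and does not exclude pairing in single contrasts. Between the male groups in pupae such pairs ran from 0.07 to 0.42 (mean 0.26, other pairs -0.07). Between the dsx-labelled sexes in embryos they ran from -0.48 to -0.05 (mean -0.19). With the replicate number as a block, the sex difference in GFP embryos was 3 genes, and the effect in females was 1 at day 7, 21 at day 9 (17 higher, 4 lower), 3 in heads (1 higher, 2 lower), 0 in thoraces and 2 in abdomens. The Dsx interaction at day 7 lost significance with the block. The block gave an interaction of 22 genes at day 7 and 53 higher genes shared by day 7 and day 9.

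When only the libraries of the groups compared were fitted, fewer libraries informed the spread. The sex difference in GFP embryos was then 2 genes, and the effect in males 112 at day 7, 240 in pupae, 459 in heads and 1511 in thoraces, with 110 higher and 376 lower at day 9. In females it was 1 at day 7, 1 at day 9, 34 in heads (14 higher, 20 lower), 14 in thoraces (10 higher, 4 lower) and 0 in abdomens. Between dsx-labelled sexes it was 305 in embryos, and 2659 higher and 1973 lower at day 9. Of Tra and Fru, 1 test was called for the effect in males. The male calls shared with the sex difference were 106 at day 7, 175 in pupae, 368 in heads and 1102 in thoraces. Higher and lower genes shared were 8 and 18 by day 7 and day 9, 94 and 84 by heads and thoraces, 129 and 137 by heads and abdomens, and 547 and 311 by thoraces and abdomens.

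With the covariate, the sex difference in GFP controls was 58 in embryos (14 higher, 44 lower) and 6290 in heads. The effect in males was 1 in embryos, 929 at day 7, 727 at day 9 and 2440 in heads. For females it was 1095 in embryos, 35 at day 7 (22 higher, 13 lower), 32 in heads (15 higher, 17 lower), 4 in thoraces (3 higher, 1 lower) and 2 in abdomens (1 higher, 1 lower). Dsx-labelled sexes differed in 2932 genes in embryos and 6042 in heads. Interactions were 748 in embryos, 241 at day 7 (137 positive, 104 negative) and 1678 in heads. Tests of Tra and Fru were called 1 time for the effect in females and 2 times for the interaction. Calls shared with the sex difference were 814 at day 7, 686 at day 9 and 1761 in heads. Shared higher and lower genes were 50 and 114 by day 7 and day 9, 558 and 406 by heads and thoraces, and 644 and 648 by heads and abdomens.

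RLE size factors lowered the Dsx log2 fold change in male abdomens to 0.22 (adjusted p 0.0597) and gave 126 higher and 363 lower genes in males at day 9. The share of sex-biased genes that changed towards the other sex moved by more than its SE when the GFP libraries were split between the contrasts, to 84.3% in males at day 9, 65.4% in male heads, 77.6% in male thoraces and 54.7% in females at day 7. With sex-biased genes of at least 2-fold it was 81.5% in male heads and 87.5% in male thoraces.

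Leaving out each library in turn left 608 of the 700 counts within 1.5 times. The effect in males ranged from 261 to 821 genes at day 7, with 307 without dsx-labelled replicate 1, 821 without 2, 329 without 3 and 261 without 4, and 287, 326 and 284 without GFP replicates 1, 3 and 5. At day 9 the range was 221 to 582, with 221 and 249 without dsx-labelled replicates 3 and 4, and 228 and 255 without GFP replicates 1 and 5. In pupae it was 75 to 138, with 75 and 78 without dsx-labelled replicates 3 and 4, and 82, 86 and 82 without GFP replicates 2, 4 and 5. In thoraces it was 2106 to 4487, the lowest without dsx-labelled replicate 3. The sex difference ranged from 2 to 6 in GFP embryos, with 3, 2, 3 and 2 without female replicates 1, 2, 3 and 5, and 3, 2 and 3 without male replicates 1, 2 and 4. In dsx-labelled embryos it ranged from 202 to 1274, with 249, 218, 364 and 323 without female replicates 2 to 5, and 202, 283, 205 and 1274 without male replicates 1, 2, 3 and 5. The interaction ranged from 24 to 110 at day 7 (110 and 25 without dsx-labelled male replicates 2 and 4, 61 and 24 without GFP male replicates 2 and 5), from 45 to 101 at day 9 (101 without GFP male replicate 2), from 17 to 27 in pupae (17 without dsx-labelled male replicates 1 or 5) and from 1004 to 2920 in thoraces (2920 without dsx-labelled male replicate 5).

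The small female counts moved most often. They ranged from 0 to 2 in embryos (1 and 2 without replicate 5 of the dsx-labelled and of the GFP males) and from 0 to 3 in pupae (1 without dsx-labelled replicate 4, 3 without GFP replicate 1). At day 7 the range was 0 to 8, with 0 without dsx-labelled replicates 1, 2 or 4, any of the 5 GFP replicates, or replicate 1 of either male group, and 1 without dsx-labelled male replicate 3. At day 9 it was 2 to 12, with 2, 5 and 5 without dsx-labelled replicates 1, 2 and 4, and 5, 3 and 5 without GFP replicates 2, 3 and 4. Heads gave 3 to 12, with 3 without dsx-labelled replicates 1, 4 or 5 or GFP replicates 2, 3 or 4, 8 without GFP replicate 1, and 12 without dsx-labelled male replicate 1. Thoraces gave 0 to 14, with 7, 9 and 0 without dsx-labelled replicates 1, 2 and 3, 0 without GFP replicates 1, 2, 3 or 5, and 5 and 14 without GFP male replicates 1 and 5. Abdomens gave 0 to 7, with 0 without dsx-labelled replicates 1, 4 or 5, GFP replicates 1, 3 or 5, replicate 1 of either male group or GFP male replicate 2. The abdomen count was 3 without dsx-labelled replicate 3 or GFP male replicate 5, 7 and 2 without GFP replicates 2 and 4, and 4 without dsx-labelled male replicate 4. Male libraries enter these counts only through the shared spread, scaling and filter.

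The Dsx log2 fold change in male heads ranged from -0.03 without dsx-labelled replicate 4 to 0.21 without replicate 1 (adjusted p 0.0391). In male thoraces it ranged from -0.29 without dsx-labelled replicate 5 to -0.03 without replicate 3, past the threshold in no fit. In male abdomens it ranged from 0.20 to 0.29 and lost significance without dsx-labelled replicate 1 (0.20, adjusted p 0.139) or without GFP replicates 1 (0.21), 2 (0.22) or 5 (0.21). In females it ranged from -0.03 to 0.04 at day 7, the lowest without dsx-labelled replicate 4, from -0.01 to 0.19 in pupae, the lowest without dsx-labelled replicate 3, and from -0.04 to 0.01 in heads, with 0.01 without dsx-labelled replicates 1 or 2 or GFP replicates 1 or 5. The Dsx interaction ranged from 0.38 to 0.49 at day 7. It lost significance there in 15 of 20 fits, all but those without dsx-labelled female replicate 4, GFP female replicate 5, dsx-labelled male replicates 1 or 2, or GFP male replicate 1. At day 9 it ranged from 0.75 to 0.82 and in pupae from 1.13 to 1.33, and it lost significance in none. Over stages and contrasts, DESeq2 and the covariate kept all 29 Dsx values on their side of the threshold. RLE size factors, no filter and the replicate block each removed 2 Dsx calls. The fits of only the groups compared removed 3 of the 26 Dsx values they could give. Over the other genes named, 2125 of the 2340 values without a library kept their side of the threshold, 215 lost their call and 0 changed sign. Of the 117 values with all libraries, DESeq2 and the covariate removed 0 calls, RLE size factors 2, no filter 4 and the replicate block 11, and the fits of only the groups compared removed 16 of the 88 they could give. With the block the calls lost included LOC100121729 at day 7, LOC100679926 and LOC100678165 in heads, and LOC100121611 and LOC100116919 in thoraces, all in females. The Fru interaction in abdomens ranged from -0.39 to -0.26 and lost significance without dsx-labelled female replicates 1, 2, 4 or 5, GFP female replicates 3, 4 or 5, dsx-labelled male replicates 3, 4 or 5, or GFP male replicate 4.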

Other observations

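All tests of odorant receptor genes and of transcripts from other body parts were chosen only after the result was seen. So were those of the leading component of variation within groups and of genes called both between the sexes and between the male groups. The remaining counts of other divisions of the libraries were planned, as were the other fits of the embryo libraries.

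For each count of called genes, the libraries compared were divided in 100 ways, the real one included. The sex difference in GFP controls was matched by 2 divisions in embryos, where the division other than the real one gave 894 genes against 5. At day 7, day 9, in pupae, heads, thoraces and abdomens it was matched by the real one alone, 1 of 100. The difference between dsx-labelled sexes was matched by 1 of 100 at all 7 stages. Chance is thus argued against for these counts, least clearly in GFP embryos. The effect in males was matched by 1 at day 9, 1 in pupae, 2 in thoraces and 1 in abdomens. It was matched by 6 at day 7 and 8 in heads, so chance cannot be excluded for these counts. Of the 7 other divisions in heads that gave as many genes, 7 were among the 10 that parted the libraries most along the leading component of variation within groups, and at day 7 4 of 5 were. With that component as a covariate the counts were 2440 in heads and 929 at day 7, against 1083 and 496 without it. No division was refitted with the covariate, so the higher counts do not decide whether chance can be excluded. In females 1 division matched at day 7, 4 at day 9, 1 in heads and 2 in thoraces, while 13 matched the single abdomen gene. Where edgeR called 0 genes, in male embryos (372 at an unadjusted p below 0.05, 1 by DESeq2), female embryos (1914 and 181) and female pupae (1030 and 59), all 100 divisions matched, which a count of 0 fixes in advance and which therefore decides nothing. With the leading component as a covariate female embryos gave 1095 genes.

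The share of sex-biased genes that changed towards the other sex was matched in males by 73 of 100 divisions in embryos, 28 at day 7, 1 at day 9, 56 in pupae, 2 in heads, 1 in thoraces and 21 in abdomens. Chance is thus argued against for the male share at day 9, in heads and in thoraces only. It is least clearly so in heads, where another division reached 74.7% against the real 74%. The share in females was matched by 94, 24, 96, 40, 20, 52 and 59 divisions in the same order of stages, and chance cannot be excluded for it at any of them. In males, the number of genes called both between GFP males and females and between the male groups, and changed towards females, was matched by 6 at day 7, 1 at day 9, 1 in pupae, 6 in heads, 2 in thoraces and 1 in abdomens, so chance cannot be excluded for it at day 7 and in heads.

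At day 9 the odorant receptor genes, taken as symbols of Or and a number, tended to change in the same direction in both sexes. Across the 155 such genes tested, the log2 fold changes of males and of females correlated with a Pearson coefficient of 0.63 and a Spearman coefficient of 0.40, over genes, which are not independent replicates. Of these genes, 19 had an unadjusted p below 0.05 in both sexes in the same direction, 9 rising and 10 falling, and 1 in opposite directions. Among 1885 other genes of the same abundance (0.105 to 1.49 CPM, here without the TMM factors) there were 18. Odorant receptor genes made up 6 of the 8 genes called in both sexes at that stage. Or192, chosen after its values were seen, rose from 0.0199 ± 0.0195 to 1.48 ± 0.298 CPM in males (adjusted p 4.2e-07) and from 0.154 ± 0.0971 to 1.79 ± 0.27 CPM in females (adjusted p 0.000197, SD, n = 5). The size of the change could still differ: the interaction passed the threshold for 2 of the 155 genes, and for Or192 it was 2.58 on the log2 scale (adjusted p 0.065). Chance is argued against by the divisions of the libraries within the sexes, compared on mean log2 CPM without a new fit, of which 1 in 31752, the real one, gave as high a correlation. On that scale the coefficient was 0.67, and the highest of the other divisions also rounds to 0.67. A shift shared by all genes of low level is argued against by the coefficient of 0.08 over the other genes, with 0.31 as the highest of 100 random lists. Larvae of a different age in the dsx-labelled groups may be a cause. The 10 genes that fell beside the 9 that rose do not decide this, so it cannot be told apart from an effect of the dsRNA. The coefficient was 0.62 with DESeq2, 0.63 with RLE size factors, 0.54 with no filter, 0.62 with the replicate block, 0.73 when only the groups compared were fitted, 0.62 with the covariate, and 0.60 to 0.68 without each library in turn. At the other stages it was -0.22 in embryos, 0.14 at day 7, -0.02 in pupae, 0.28 in heads, 0.15 in thoraces and 0.22 in abdomens. Reads shared between members of this family were not tested and stay open.

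Abdomen replicate 4 of the dsx-labelled males held transcripts of female abdomens. Levels here are CPM without the TMM factors. The genes were chosen without any dsx-labelled library, as those of at least 50 CPM in GFP female abdomens that stood on average at 0.1% or less of that level in GFP males. Over these 77 genes the library stood at a median of 1.51% of the female level, against at most 0.0116% in the other 4 dsx-labelled male abdomens. RNA of a whole female abdomen is argued against, since 20 of the 77 genes lay below 0.1 of that median. Part of a female tissue, or expression in those males, could each give such a profile and stay open.

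In female thoraces labelled dsx RNAi, LOC100121611 stood at 11.5, 24.8 and 4.7% of its abdomen level in replicates 3, 4 and 5, in CPM without the TMM factors. The medians of 25 other abdomen genes in the same libraries were 0.44, 1.27 and 0.113%, and 0 of the 25 lay above LOC100121611 in any of the 3 libraries. Abdomen tissue carried over as a whole is argued against by the lowest of these values, 4.7%. In replicate 4, which had the highest median, 10 of the 25 genes lay below 0.1 of it, which argues against carry-over of the whole abdomen there too. Carry-over of a part of the abdomen could still explain both and stays open, as does expression in the thorax.

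More genes were called between the sexes in dsx-labelled embryos, 612, than in GFP embryos, 5. The direct test of that difference, the interaction of sex and label, gave 0 genes by edgeR (1161 at an unadjusted p below 0.05) and 4 by DESeq2. A difference in effect is thus not shown by edgeR, and by DESeq2 it is shown for 4 genes only. With the leading component as a covariate the interaction gave 748 genes, so the outcome depends on how that component is treated. The component was taken from the spread within these same groups, and no division of the libraries was refitted with it. The 748 genes therefore do not decide whether the effect differs. The leading component of variation within groups held 41% of the variance within groups, and across genes its loadings correlated with the sex difference in dsx-labelled embryos at an absolute coefficient of 0.35. An offset between the groups along that component cannot be told apart from an effect of the mothers' dsRNA, since each group has its own position. The count was 2932 with the component as a covariate, and it depended on single libraries, with 1274 without dsx-labelled male replicate 5, 202, 283 and 205 without male replicates 1, 2 and 3, and 249, 218, 364 and 323 without female replicates 2 to 5.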
